A study of Mus musculus with 11 samples. Its data were reported in "Coordination of two enhancers drives expression of olfactory trace amine-associated receptors" (2021).

How the data were processed

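RNA-seq was performed on the whole main olfactory epithelium (MOE) of mice that carried 2, 1 or 0 intact copies of the olfactory Taar gene cluster. The Taar (trace amine-associated receptor) genes from Taar2 to Taar9 form a family of olfactory receptors apart from the OR (odorant receptor, Olfr) genes, and both are expressed in olfactory sensory neurons (OSNs). Per the labels, 11 libraries were made from total RNA with polyA selection and a directional kit. They were 3 wild type, 4 heterozygous and 4 homozygous knockout libraries, all labelled as newborn pups of the C57BL/6 strain. The reporting part of the paper instead describes mice of an older age and of a background mixed with 129 for this knockout line, and which of these applies was not settled here. The labels do not give the sex of the pups, their litters or the dates of the libraries.

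The authors aligned the reads to the mm10 assembly (Hisat2, version 2.1.0) and deposited read counts per gene, made with featureCounts (Subread version 1.6.2). The annotation, the strand setting and the treatment of reads with several positions were not stated. The authors also deposited a normalised signal per gene, which is the raw count divided by 1 size factor per library, and their methods name DESeq2 (version 1.20.0). The raw table held 24421 entries and the normalised one 23129, and 1292 small or ribosomal RNA symbols were left out of the latter. The size factors of the authors equalled median-of-ratios factors recomputed on the 23129 genes of both tables, with a largest relative difference of 2.6e-10%. Over all 24421 raw entries the largest difference was 0.149%. Each table had 1 column per library and 0 columns of no sample. Among the symbols, 27 had been turned into dates by a spreadsheet, and these genes were kept under the symbols as deposited. The raw counts were used for every test, and the normalised signal for this check and for 1 alternative that kept only its genes.

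Gene coordinates (mm10), GC content and lengths came from the GENCODE mouse annotation (release M21). For symbols it lacked, coordinates were taken from the RefSeq annotation of the same assembly. Together they matched 23615 of the 24419 unique symbols (96.7%). The sequences of the Taar genes were compared with Biopython (version 1.88). Taar7 and Taar8 genes are near-identical copies of each other. Identity to the closest gene was 93.5% for Taar7a and 98.1% for Taar8c. In the latter 27.9% of the 51-base stretches occurred in no other Taar gene. Counts of single Taar7 and Taar8 genes are therefore uncertain where reads with several positions were split or dropped, whereas the sum over the family depends less on how they were divided. Taar7c was not analysed here.

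The comparisons, tests, gene lists and alternatives were chosen before the data were examined, apart from those named below as added. Differential expression was tested with edgeR (version 4.0.16) in R (version 4.3.3), with TMM scaling, the filterByExpr filter by genotype, a quasi-likelihood fit of the 3 genotypes over all 11 libraries and quasi-likelihood F-tests. Of the genes, 16574 passed the filter. P-values were adjusted over all tested genes by the Benjamini-Hochberg method, with a threshold of 0.05. The 14 olfactory Taar genes, 6 flanking genes, 7 OSN signalling genes and all genes with an Olfr symbol (1125 symbols, 568 tested) were fixed lists, for which p-values were also adjusted over the list alone. The 14 Taar genes were in addition summed to 1 feature that took their place in the same fit, with a 95% confidence interval. Its heterozygous level was tested against wild type and against the level proportional to the number of intact copies. Levels are given as CPM, the count of a gene scaled to a common total of TMM-scaled library counts. Sums and shares of counts were compared between genotypes with two-sided exact permutation tests. The smallest p-value these can give is 0.0571 for 3 against 4 libraries and 0.0286 for 4 against 4. Gene sets were tested with fry from limma (version 3.58.1), and with camera (preset correlation 0.01) as the alternative. The OR sets were all, class I (123 symbols) and class II (1002 symbols) OR genes, tested in the 3 comparisons (9 tests). The 11 cell type marker sets were mature OSN, immature OSN, neuronal precursor, horizontal basal, sustentacular, respiratory ciliated, Bowman's gland, erythrocyte, immune, cell cycle and vomeronasal receptor genes (33 tests). A list of 6 sex-linked genes served 1 alternative. The genes named in the text are those of the Taar, flanking and OSN signalling lists. For each comparison up to 5 further genes with an adjusted p-value under 0.05 and a fold change over 1.5 were to be named, which yielded 0 genes. Any other gene named was chosen after its values were seen.

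The depth was 9239866 to 14632525 counts per library. For a share of counts in 1 library the exact binomial (Clopper-Pearson) 95% confidence interval is given, and 3 counts is the floor that a count of 0 allows. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. Where every library of a group had 3 counts or fewer, the fold change is a lower bound computed against the floor. It bounds the observed ratio and is not a confidence limit, since a count above 0 allows more than 3.

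The alternatives set in advance were DESeq2 (version 1.42.0), median-of-ratios (RLE) scaling in edgeR, no filter, a filter on a mean of at least 50 counts, fits of only the genotypes compared, a replicate block, the sex-linked genes left out, 1 surrogate variable from svaseq (sva version 3.50.0), and each library left out in turn. Also set in advance were a fold threshold of 1.5, camera in place of fry, TMM-scaled OR counts in place of the OR share, windows of 5 Mb and of all of chromosome 10 in place of 20 Mb around the cluster, and an adjusted p-value threshold of 0.2 there. Added after the data were seen were the library set, the Xist level and both as covariates, the library set without a filter, only the genes of the normalised table, Taar counts per 1000 OR counts, a replicate block with only homozygous and wild type libraries, and an exact sign-flip test of the OR share and TMM-scaled OR counts over libraries of the same number. The lists of 9 nuclear retained RNAs, of 5 and 10 immediate early genes and of 12 and 10 skeletal muscle genes were also added, the first part of the latter pairs being genes already seen in the data.

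The labels number the replicates within each genotype but do not say that a number marks a shared litter or batch. Deviations from the genotype mean correlated by 0.326, 0.415 and 0.396 between homozygous and wild type libraries of the same number. The correlations were -0.188, -0.379 and -0.228 between heterozygous and wild type libraries, and ran from -0.585 to -0.396 over the 4 numbers shared by homozygous and heterozygous libraries. The positive correlations follow the sets of libraries described in the results, since homozygous and wild type libraries with the same number lay in the same set. By this check only homozygous and wild type libraries of the same number varied together. Libraries of different numbers were not compared, so the check cannot tell pairing from a shared set. All 15 pairs of libraries within a genotype differed by more than sampling noise (chi-square per degree of freedom from 16.9 to 265).

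The fit was tested on simulated data with the means and library sizes of the real libraries. Genes were drawn independently of each other, without library sets or sex differences, whereas genes of the real libraries varied together. The rates below may therefore differ in the real data. Of 200 genes changed 4-fold, 175 were recovered (87.5%), with 10 false calls, and 29 of the 49 changed genes with under 100 counts were among those recovered. In a comparison with no simulated change 0 genes were called, and 5.05% had an unadjusted p-value under 0.05. Of 200 genes that were lost in 1 genotype from a level of 8 to 25 counts, 159 were recovered (79.5%). When only 4 such genes were lost per simulation, 35 of 80 over 20 simulations were recovered (43.8%). In the fry test 1 simulated raised set of genes had a p-value of 2.53e-12, and 3.6% of 500 unchanged sets had a p-value under 0.05. Figures were drawn with matplotlib (version 3.10.9) in Python (version 3.11.15).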

Results

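To examine the consequences of removing the olfactory Taar genes, transcript levels were measured by RNA-seq in the MOE, the nasal tissue that holds the OSNs, of mice labelled as newborn in which the cluster from Taar2 to Taar9 was intact on both chromosomes (wild type, n = 3), deleted on 1 (heterozygous, n = 4) or deleted on both (homozygous, n = 4). Total counts were 10451338, 12221624 and 11895367 in wild type replicates 1 to 3. They were 14632525, 12179738, 10121596 and 9239866 in heterozygous replicates 1 to 4, and 11275479, 12132233, 13415728 and 11559031 in homozygous replicates 1 to 4. Between 19093 and 19828 genes had at least 1 count in a library.

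On the first principal component, which carried 41.6% of the variance, the libraries formed 2 sets that did not follow genotype. Set 1 held 6 libraries (wild type replicates 1 and 2, heterozygous replicates 3 and 4, and homozygous replicates 1 and 2) and set 2 the other 5. Each set held libraries of all 3 genotypes, so values within each set are given below beside the pooled ones. Set 2 held 1 wild type library, which gives no spread for wild type within that set. The second component carried 16.9% of the variance.

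**Figure D1:**
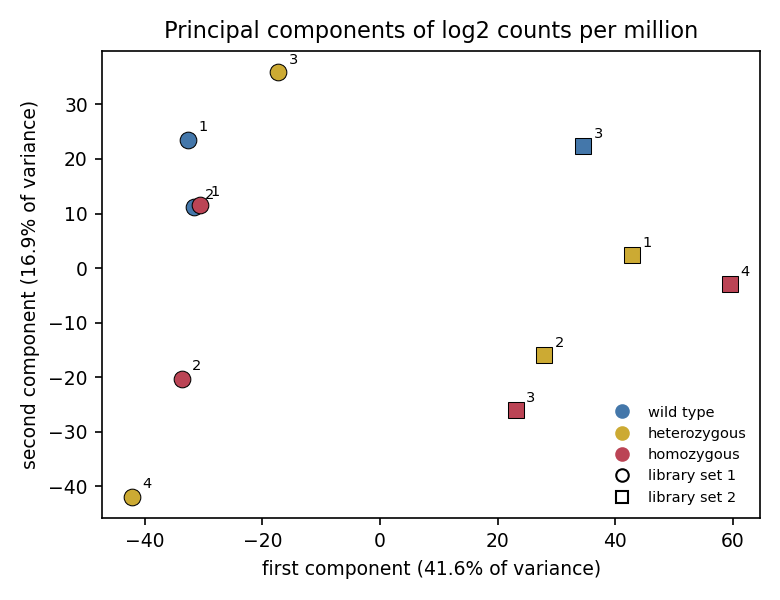
First 2 principal components of log2 CPM of the 16574 tested genes, 1 point per library with its replicate number, coloured by genotype and shaped by library set. The first component (41.6% of the variance) separates 6 from 5 libraries, with every genotype on both sides.

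The deleted genes were examined first in every library. The 14 olfactory Taar genes lie on chromosome 10 between positions 23938572 and 24109534 (mm10). Their counts summed to 94, 87 and 119 in wild type replicates 1 to 3, to 96, 89, 68 and 31 in heterozygous replicates 1 to 4, and to 1, 1, 2 and 3 in homozygous replicates 1 to 4. The counts thus followed the labels of the homozygous libraries. In CPM after TMM scaling the sum was 8.43 ± 1.34 (SD, n = 3) in wild type, 5.82 ± 1.68 (SD, n = 4) in heterozygous and 0.150 ± 0.0769 (SD, n = 4) in homozygous libraries. As every homozygous library was at or under the floor of 3 counts, the observed homozygous sum was at least 31.9-fold lower than in wild type (not a confidence limit). Its adjusted p-value in edgeR's quasi-likelihood test was 1.13e-04, and all 4 homozygous libraries lay below all 3 wild type libraries (exact permutation test, p = 0.0571, the smallest p-value that 3 against 4 libraries can give). Expressed per 1000 OR counts, the alternative that moved this value most, the bound was 25.1-fold. The observed homozygous sum was also at least 22.0-fold lower than the heterozygous sum, with an adjusted p-value of 2.65e-04 in edgeR's quasi-likelihood test. The exact permutation test gave a p-value of 0.0286, the smallest that 4 against 4 libraries can give.

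**Figure D2:**
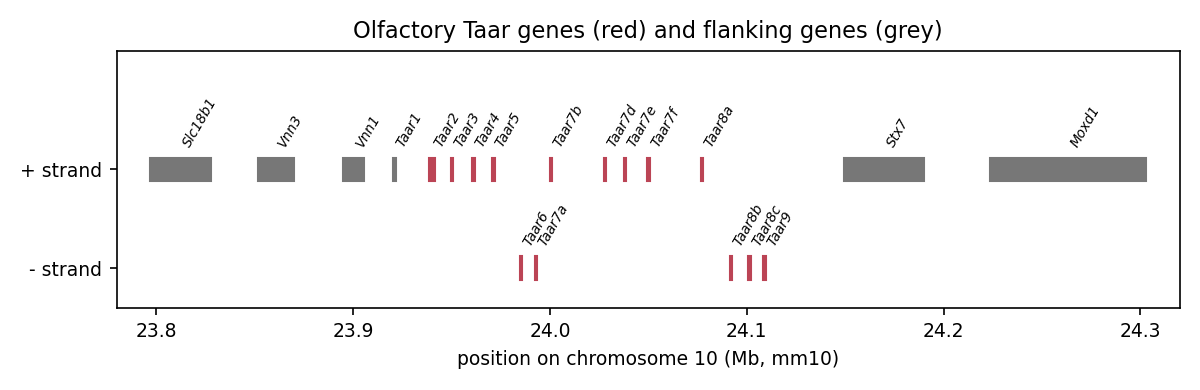
Positions of the 14 olfactory Taar genes (red) and 6 flanking genes (grey) on chromosome 10 of mm10, by strand. The Taar genes extend from 23938572 to 24109534.

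The heterozygous libraries addressed how Taar expression depends on the number of intact copies. The heterozygous sum was 69.01% of wild type, a log2 fold change of -0.53 (SE 0.28, 95% confidence interval -1.15 to 0.090; fold change 0.693, interval 0.451 to 1.06). The difference from wild type did not pass edgeR's quasi-likelihood test (p = 0.0872 before adjustment and 1 after it), and the exact permutation test gave a p-value of 0.114, with 3 of 4 heterozygous libraries below every wild type library. The difference from the level proportional to the number of intact copies did not pass either (p-value 0.123, from the same edgeR fit). The data therefore did not separate the heterozygous level from either reference at this depth. With the library set and the Xist level as covariates, the alternative that moved it most, the log2 fold change was -0.28 (unadjusted p = 0.408 in the edgeR fit), and with 1 surrogate variable it was -0.65 (unadjusted p = 0.0119). Heterozygous replicate 4 had the lowest value, and without it the heterozygous sum was 78.9% of wild type (log2 fold change -0.34). Within set 1 the heterozygous mean was 62.2% of the wild type mean, and within set 2 it was 70.3%.

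Per 1000 OR counts the Taar sum was 6.79 ± 0.397 (SD, n = 3) in wild type, 5.06 ± 0.933 (SD, n = 4) in heterozygous and 0.145 ± 0.0662 (SD, n = 4) in homozygous libraries. On this scale all 4 heterozygous libraries lay below all 3 wild type libraries (exact permutation test, p = 0.0571, the smallest possible), with a mean 74.6% of wild type. Within set 1 this was 68.4% and within set 2 it was 78.8%.

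**Figure D3:**
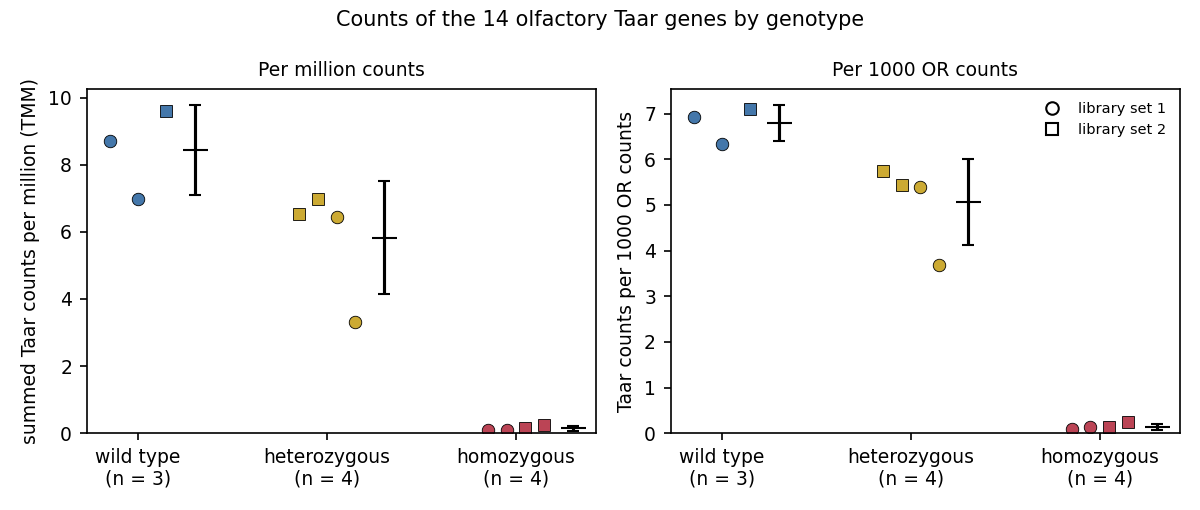
Summed counts of the 14 olfactory Taar genes in CPM after TMM scaling (left) and per 1000 OR counts (right) for each library, with the mean and SD of each genotype beside the points and the shape giving the library set. Means of the former were 8.43, 5.82 and 0.150 in wild type, heterozygous and homozygous libraries.

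Single Taar genes had few counts, and 4 of the 14 (Taar5, Taar6, Taar7e and Taar7f) passed the filter. For these genes every homozygous library had 0 counts, which allows up to 3. Taar6 (chromosome 10, 23984609 to 23985646) had 21, 11 and 32 counts in wild type replicates 1 to 3 and 15, 11, 15 and 8 in heterozygous replicates 1 to 4. Its homozygous level was at least 6.82-fold lower than wild type, with an adjusted p-value of 0.173 in edgeR's quasi-likelihood test. Taar7e (24037614 to 24038690) was at least 4.26-fold lower (adjusted p-value 0.195 in the same edgeR test) and Taar7f (24049510 to 24050586) at least 3.08-fold lower (0.185). Taar5 (23970706 to 23971719) was at least 2.40-fold lower (0.996), and had 22, 16, 8 and 0 counts in the heterozygous libraries against 4, 5 and 14 in wild type. Adjusted over all genes, 0 Taar genes passed the threshold in homozygous against wild type libraries, whereas all 4 had an unadjusted p-value under 0.05. Adjusted over the list alone, all 4 passed, with a lowest edgeR p-value of 4.18e-05. The same held for homozygous against heterozygous libraries, with 0 genes over all genes tested, 4 at an unadjusted p-value under 0.05 and 4 adjusted over the list alone (lowest 6.56e-05). With no filter 13 Taar genes had a count and 11 passed adjusted over the list alone, the exceptions being Taar8c (0.0613) and Taar9 (0.0848). Taar8a had 0 counts in all libraries. Under DESeq2, the alternative that moved these calls most, 4 Taar genes passed over all genes tested (Taar6, Taar7a, Taar7e and Taar7f), with an adjusted p-value of 5.24e-05 for Taar6. Over the alternatives the adjusted p-value of Taar6 ranged from 5.24e-05 to 1.

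In heterozygous against wild type libraries 0 Taar genes passed over all genes tested and 0 adjusted over the list alone (lowest 0.0819, edgeR's quasi-likelihood test), with 1 at an unadjusted p-value under 0.05. This was Taar7e, with a log2 fold change of -1.38 (SE 0.49, unadjusted p = 0.0205 in edgeR's test). It had 10, 7, 2 and 2 counts in the heterozygous libraries and 13, 14 and 13 in wild type. The log2 fold change was -0.79 for Taar6, -0.32 for Taar7f and 0.51 for Taar5.

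The 7 Taar counts of the homozygous libraries fell on Taar2 (1 in replicate 2 and 2 in replicate 3), Taar9 (3 in replicate 4) and Taar7d (1 in replicate 1). The other 11 genes had 0 counts in each homozygous library.

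Across the transcriptome, 0 of 16574 genes had an adjusted p-value under 0.05 in homozygous against wild type libraries by edgeR's quasi-likelihood test, and 500 (3.02%) had an unadjusted p-value under 0.05, 300 higher and 200 lower. The lowest unadjusted p-value was that of Taar6 (1.04e-05). In a fit with a replicate block and only these 2 genotypes, the alternative that moved the count most, 39 of 16163 genes passed. Of these, 0 were Taar or OR genes, 4 were sex-linked and 16 were among the 22 skeletal muscle genes listed after the data were seen. The other 19 included further muscle genes that the list did not hold. With the block in the fit of all 3 genotypes 0 genes passed and 286 had an unadjusted p-value under 0.05. In heterozygous against wild type libraries 0 genes passed and 372 (2.24%) had an unadjusted p-value under 0.05, 290 higher and 82 lower. In homozygous against heterozygous libraries 0 genes passed and 93 (0.561%) had an unadjusted p-value under 0.05, 53 higher and 40 lower. Tested over the 3 genotypes together, 0 genes passed and 240 had an unadjusted p-value under 0.05. These counts depended on single libraries. Leaving out 1 library each gave 317 (without homozygous replicate 2) to 721 genes in homozygous against wild type and 229 (without wild type replicate 1) to 614 (without wild type replicate 3) in heterozygous against wild type. In homozygous against heterozygous it gave 53 (without homozygous replicate 2) to 180 (without heterozygous replicate 1), with 177 without homozygous replicate 1. With the library set as a covariate 0 genes passed in each of the 3 comparisons, and 1132, 754 and 227 had an unadjusted p-value under 0.05 in homozygous against wild type, heterozygous against wild type and homozygous against heterozygous libraries.

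Genes beside the deletion were compared next. Taar1, which is not an olfactory receptor, had 0 counts in all 11 libraries. The other 5 flanking genes had log2 fold changes between -0.40 (Vnn1, SE 0.38) and -0.087 (Moxd1, SE 0.18) in homozygous against wild type libraries. Of these genes, 0 passed edgeR's test over all genes or adjusted over the list alone (lowest 0.563), and 0 had an unadjusted p-value under 0.05. This depended on the fit for Slc18b1. With the library set as a covariate its log2 fold change was -0.33 (SE 0.11, unadjusted p = 0.0108 in edgeR's test, 0.0538 adjusted over the list). With 1 surrogate variable it was -0.36 (SE 0.11, unadjusted p = 0.00844, 0.0422 over the list), and in the replicate block fit of only these 2 genotypes -0.41 (SE 0.12, unadjusted p = 0.00876, 0.0350 over the list). Adjusted over all genes these p-values were 0.705, 0.659 and 0.555, and over all alternatives they ran from 0.555 to 1. The log2 fold change was negative under each alternative, and -0.042 without wild type replicate 3. Slc18b1 and Stx7 were lower in homozygous than in wild type libraries in all 3 pairs of the same number. Within set 1 Slc18b1 had 42.5 CPM in wild type and 31.6 in homozygous libraries, and within set 2 it had 59.8 and 50.998. Over all libraries Slc18b1 had 48.3 ± 10.02 CPM (SD, n = 3) in wild type and 41.3 ± 11.5 (SD, n = 4) in homozygous libraries, and Stx7 had 84.2 ± 6.87 and 71.6 ± 7.92. Vnn1 and Vnn3 were low, with means of 2.49 and 0.935 CPM in wild type and 1.89 and 0.740 in homozygous libraries. Vnn1 was higher in homozygous libraries within set 1 (2.29 against 2.08 CPM) and Moxd1 within set 2 (70.2 against 67.6). The sign of Vnn3 and Moxd1 changed without wild type replicate 2 (log2 fold changes 0.19 and 0.062). That of Vnn1 and Moxd1 changed with the Xist level as a covariate (0.32 and 0.045). In heterozygous against wild type libraries the changes lay between -0.25 and -0.085, again with 0 genes past the threshold and 0 at an unadjusted p-value under 0.05.

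The OSN signalling genes served to compare the contribution of OSNs to the tissue. All 7 (Gnal, Adcy3, Cnga2, Ano2, Rtp1, Rtp2 and Omp) were lower in homozygous than in wild type libraries, with log2 fold changes from -0.34 (Gnal, SE 0.20) to -0.16 (Adcy3, SE 0.19), under both TMM and RLE scaling. The changes depended on single wild type libraries. Without wild type replicate 1 they ran from -0.18 (Gnal) to 0.038 (Adcy3), with -0.063 for Omp, -0.069 for Ano2 and -0.11 for Rtp2. Without wild type replicate 3 they ran from -0.57 (Rtp2, SE 0.19) to -0.34 (Adcy3, SE 0.18), with -0.56 for Omp (SE 0.19). Adcy3 also changed sign with the Xist level as a covariate (0.021). Of the 7 genes, 0 passed edgeR's test over all genes or adjusted over the list alone (lowest 0.257), and 0 had an unadjusted p-value under 0.05. Without wild type replicate 3, however, 6 of the 7 (all but Adcy3) had an unadjusted p-value under 0.05 and passed adjusted over the list alone (lowest 0.0301), and 0 passed over all genes (lowest adjusted p-value 0.783). Leaving out any other library gave 0 genes adjusted over the list alone. The direction differed between the library sets. Within set 1 all 7 were lower in homozygous libraries (log2 differences of the means from -0.75 for Omp to -0.34 for Adcy3), whereas within set 2, with 1 wild type library, all 7 were higher (0.018 for Gnal to 0.55 for Omp). With the set as a covariate all 7 were lower and 0 passed adjusted over the list alone (lowest 0.277). Omp, a marker of mature OSNs, had 562 ± 197 CPM (SD, n = 3) in wild type, 502 ± 61.3 (SD, n = 4) in heterozygous and 454 ± 77.7 (SD, n = 4) in homozygous libraries, so that the differences lay within the spread of wild type. In heterozygous against wild type libraries the changes lay between -0.21 and -0.10, with 0 genes past the threshold and 0 at an unadjusted p-value under 0.05.

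The OR genes were examined to ask whether they change when the Taar genes are lost. Of 568 tested OR genes, 0 passed edgeR's test over all genes in any of the 3 comparisons, and 0 passed adjusted over the list alone (lowest 0.701, 1 and 0.996 for homozygous against wild type, heterozygous against wild type and homozygous against heterozygous). At an unadjusted p-value under 0.05 there were 35, 7 and 9 OR genes, and the 35 were all lower in homozygous libraries. Leaving out 1 library each gave 22 (without wild type replicate 1) to 47 such genes in homozygous against wild type, with 23 without homozygous replicate 2. The ranges were 5 to 16 (the latter without wild type replicate 2) in heterozygous against wild type and 6 (without heterozygous replicate 2) to 18 (without heterozygous replicate 1) in homozygous against heterozygous. The median log2 fold change of the OR genes was -0.29 in homozygous against wild type (422 of 568 lower), -0.13 in heterozygous against wild type (373 lower) and -0.15 in homozygous against heterozygous libraries (390 lower). The median of all tested genes was 0.015, 0.0018 and 0.0062. With RLE scaling the OR medians were -0.30, -0.13 and -0.15, and with the library set as a covariate -0.35, -0.19 and -0.15. Within set 1 the medians were -0.38, -0.18 and -0.16, and within set 2 they were -0.26, -0.19 and -0.12. Without homozygous replicate 2 the median was -0.21 in homozygous against wild type and -0.048 in homozygous against heterozygous libraries. Without heterozygous replicate 4 the latter was -0.26, and the median of heterozygous against wild type was -0.041.

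**Figure D4:**
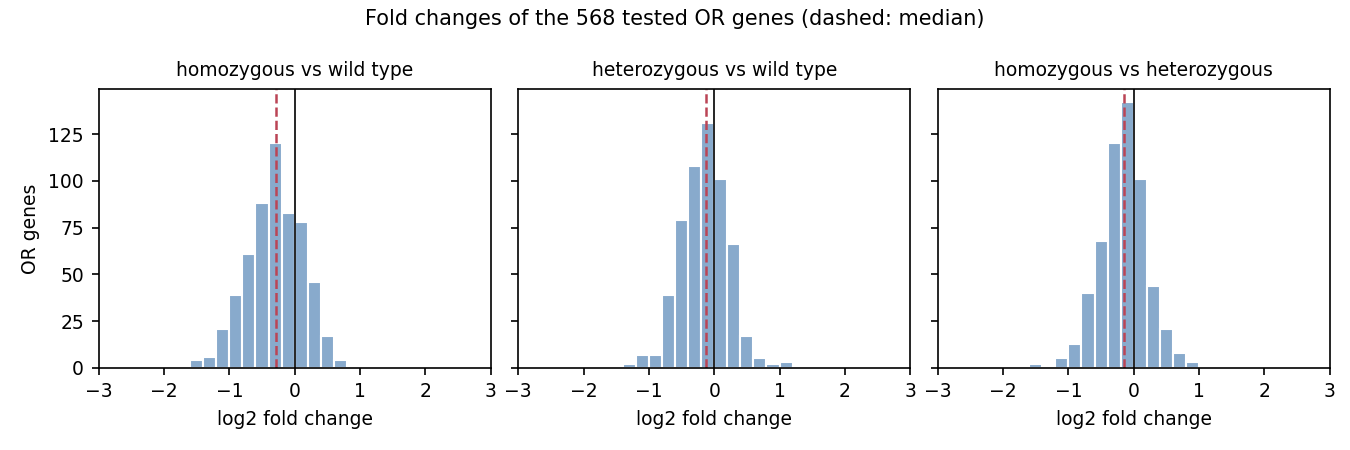
Distribution of the log2 fold changes of the 568 tested OR genes in the 3 comparisons, with 0 as a solid and the median as a dashed line. The medians were -0.29, -0.13 and -0.15 for homozygous against wild type, heterozygous against wild type and homozygous against heterozygous libraries.

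As sets, 0 of the 9 tests of all, class I and class II OR genes passed under fry after Benjamini-Hochberg adjustment. The lowest fry p-values were those of class II and all OR genes in homozygous against wild type (0.0610 and 0.0743 unadjusted, 0.334 adjusted for both), and 0 of the 9 had an unadjusted p-value under 0.05. Under camera with its preset correlation 8 of the 9 passed, of which 0 held under fry. In the replicate block fit of only homozygous and wild type libraries 0 of 3 OR sets passed under fry, and 2 had an unadjusted p-value under 0.05 (0.0369 for class II and 0.0434 for all OR genes, 0.0651 adjusted for both).

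OR genes took 0.128% ± 0.0145 (SD, n = 3) of the counts in wild type, 0.116% ± 0.0185 (SD, n = 4) in heterozygous and 0.0992% ± 0.0263 (SD, n = 4) in homozygous libraries. The homozygous share differed from wild type by -22.4% (exact permutation test, p = 0.114). The heterozygous share differed from wild type by -9.14% (exact permutation test, p = 0.457) and the homozygous from the heterozygous share by -14.5% (exact permutation test, p = 0.4). The comparisons with wild type could not pass at this number of libraries (smallest p-value 0.0571), and the third did not pass. For TMM-scaled OR counts the differences were -17.5%, -8.77% and -9.61%, respectively (exact permutation p = 0.114, 0.457 and 0.4). Rn45s, the precursor of ribosomal RNA, took 25.8% of the counts in homozygous replicate 2, which lowered its OR share. Without Rn45s the OR shares were 0.128% in wild type, 0.116% in heterozygous and 0.105% in homozygous libraries, with the same 3 exact permutation p-values. In the 3 pairs of homozygous and wild type libraries with the same number, TMM-scaled OR counts differed by -18.2%, -27.4% and -13.6% and the OR share by -16.4%, -46.3% and -15.7%. Both were thus lower in all 3 pairs. An exact sign-flip permutation test of the log2 ratios, added after the data were seen, gave p = 0.25 for each, the smallest that 3 pairs can give. The lowest share was 0.0604% in homozygous replicate 2 (95% Clopper-Pearson interval 0.0590% to 0.0618%), and the highest 0.141% in wild type replicate 3 (0.139% to 0.143%). Counting error was thus small beside the spread between libraries. Without homozygous replicate 2 the difference between homozygous and wild type libraries was -12.2% and that between homozygous and heterozygous libraries -3.40%. Without heterozygous replicate 4 the difference between heterozygous and wild type libraries was -2.63%. Within set 1 the mean shares were 0.121%, 0.108% and 0.0844% in wild type, heterozygous and homozygous libraries, and within set 2 they were 0.141%, 0.124% and 0.114%.

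The cell type marker sets were compared because whole tissue differs by dissection. Of the 33 tests 0 passed under fry after Benjamini-Hochberg adjustment (lowest 0.514), and 3 had an unadjusted p-value under 0.05. These were immune markers (higher, 0.0362) and vomeronasal receptor genes (lower, 0.0392) in homozygous against wild type, and cell cycle genes (lower, 0.0467) in heterozygous against wild type libraries. Under camera 8 passed, of which 0 held under fry. Genes within 20 Mb of the cluster were compared with those elsewhere. As 0 genes other than Taar genes passed, the share of calls near the cluster could not be tested. At an unadjusted p-value under 0.05, with the Taar genes left out, there was 1 of the 165 other tested genes within 20 Mb (0.606%) against 3.03% of the other genes with coordinates.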

Values the study reported

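In knockout mice of the TAAR enhancers, the study counted 14 differentially expressed genes, 9 of them Taar genes, after deletion of enhancer 1, and 6, of which 5 were Taar genes, after deletion of enhancer 2. With both enhancers deleted it counted 13, of which 12 were Taar genes with decreased expression. It described 15 functional Taar genes and 1 pseudogene in the mouse cluster.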

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

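All tests in this part were chosen after the values were seen. In each genotype with 4 libraries the highest and the lowest library were compared with the others, and a value is given here where its gap to the nearest library exceeded Dixon's 95% critical value as a share of the whole range. Of 51 such comparisons 8 passed, where about 2.55 would pass by chance. Rn45s and Lars2 were added to the measures after their values were seen, so the 8 are not a fair sample.

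Rn45s, the precursor of ribosomal RNA, took 25.8% of the counts in homozygous replicate 2, against 0.0848% to 0.786% in the other 10 libraries. Lars2, a gene whose annotated sequence can attract ribosomal reads, had 9821 CPM in the same library, against 151 to 585 elsewhere. Genotype as the source was argued against by the other homozygous libraries, of which the highest had an Rn45s share of 0.786%. A candidate explanation is ribosomal RNA left by the poly(A) selection of this library. If this were general, Rn45s and Lars2 would rise together over the 11 libraries. This was the only relation tested across libraries. Spearman's rho was 0.245 (permutation p = 0.468), while Pearson's r was 0.999 (permutation p = 0.0234) and 0.0897 without the 2 libraries farthest from the median Rn45s share. The relation thus rests on homozygous replicate 2, and this source cannot be told apart from others in a single library. As total counts include Rn45s, the OR share of this library was 0.0604% with and 0.0814% without it, whereas TMM scaling reduces the effect on tested genes.

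Cnga2 was lowest among the homozygous libraries in the same homozygous replicate 2, at 115 CPM. The OSN signalling genes and the OR counts were also low there, so that a smaller contribution of OSNs may underlie the value, as weighed in the other observations with the OR counts relative to these genes (-6.57%). Lars2 was lowest among the heterozygous libraries in replicate 1, at 295 CPM. This lies within the range of the other libraries (151 to 585), and no technical or biological explanation was tested for it.

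Xist was highest among its genotype in heterozygous replicate 3 (1755 CPM) and in homozygous replicate 1 (1464 CPM). Over all libraries Xist counts were 16510 or more in 5 libraries, which were the 3 wild type libraries and these 2, and 25 or fewer in the other 6. The 4 Y-linked genes together had 4 counts or fewer in the former 5 and 1710 or more in the latter 6. Genotype as the cause of lower Y-linked counts in wild type was argued against by the 2 libraries of other genotypes with the wild type pattern. Sex of the pups is a candidate explanation, as Xist and Y-linked counts excluded each other in 11 of 11 libraries. A chance imbalance of the sexes cannot be told apart from a selection of pups, since the association of Xist state with wild type had a two-sided Fisher's exact p-value of 0.0606. Sex and genotype are thus partly confounded in each comparison with wild type.

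The Taar sum per 1000 OR counts was lowest among the heterozygous libraries in replicate 4, at 3.68, against 5.40 to 5.74 in replicates 1 to 3. Taar7b had 0 counts in the same library, against 3 to 5 counts in the other heterozygous libraries, which is near the floor of 3 counts. Reads shared between Taar7 genes limit the second value further. The lower heterozygous Taar sum was not due to this library alone in direction, as without it the sum was still 78.9% of wild type. A smaller share of OSNs would lower Taar and OR counts alike, yet the heterozygous libraries had 74.6% of the wild type Taar counts per 1000 OR counts. The test of the latter gave the smallest p-value that 3 against 4 libraries can give (0.0571), so it could not pass. The sum itself passed before adjustment in 3 alternative fits (p-values 0.0119, 0.0213 and 0.0191). A loss with 1 copy, 1 library and the share of OSNs cannot be told apart as candidate explanations, since 1 heterozygous library overlapped wild type in the sum and the number of libraries limits the test per 1000 OR counts. Both heterozygous values lay between wild type and the level proportional to the number of intact copies.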

How the results depend on the processing

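Each result was recomputed under up to 28 alternatives, changing 1 choice at a time. The homozygous loss of the Taar sum kept its direction and passed the edgeR test in every edgeR and DESeq2 fit run, and the bound was 29.7-fold to 34.8-fold over the 11 fits that each left out 1 library. The only exception was the sum per 1000 OR counts (25.1-fold), where the exact permutation p-value of 0.0571 is the smallest that 3 against 4 libraries can give. OR genes, flanking genes and OSN signalling genes had 0 calls over all genes under each alternative run. Adjusted over the list alone, 6 of 7 OSN signalling genes passed in homozygous against wild type without wild type replicate 3 (lowest 0.0301). Of the flanking genes, Slc18b1 passed adjusted over the list alone with 1 surrogate variable (0.0422). It also passed in the replicate block fit of only these 2 genotypes (0.0350). For the OR share of counts, leaving out 1 library each gave -27.5% to -12.2% for homozygous against wild type, -14.3% to -2.63% for heterozygous against wild type and -20.3% to -3.40% for homozygous against heterozygous libraries. The value nearest 0 came without homozygous replicate 2, heterozygous replicate 4 and homozygous replicate 2, respectively.

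Under DESeq2 8 genes passed in homozygous against wild type, 3 in heterozygous against wild type, 2 in homozygous against heterozygous and 5 over the 3 genotypes, with 4 Taar genes in the first comparison. The 8 were Taar6, Taar7a, Taar7e, Taar7f, Itgbl1 and the Y-linked Kdm5d, Eif2s3y and Ddx3y. The last 3 were also the 3 heterozygous calls, and Taar6 and Taar7f the 2 of homozygous against heterozygous. Itgbl1 and the Y-linked genes were chosen here after their values were seen. The cause of the difference between the tools was not tested. With the library set as a covariate and no filter, an alternative chosen after the data were seen, 1 gene passed in homozygous against wild type, which was 1 Taar gene (Taar6, adjusted p = 0.0233 in edgeR's test, which ranged from 5.24e-05 to 1 over its alternatives). With either choice alone 0 passed.

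Only homozygous and wild type libraries of the same number varied together, which may reflect the library sets alone. With the replicate block in the fit of all 3 genotypes 0 genes passed in each comparison (286, 239 and 43 at an unadjusted p-value under 0.05). With the replicate block and only homozygous and wild type libraries, chosen after the data were seen, 39 genes passed and 1020 had an unadjusted p-value under 0.05. That fit also leaves 1 homozygous library without a partner. In the 3 same-numbered pairs TMM-scaled OR counts differed by -19.2% between the means and the OR share by -24.9%, with an exact sign-flip p-value of 0.25 for each, which is the smallest possible. Over all genes the paired fits changed no other call, gene set tests included.

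The heterozygous Taar sum did not pass against wild type in the edgeR fit as reported, and passed before adjustment with 1 surrogate variable (log2 fold change -0.65, p-value 0.0119), with the library set as a covariate (-0.61, p-value 0.0213) and with the set and no filter (-0.62, p-value 0.0191). Leaving out 1 library gave -0.65 to -0.34. Against the level proportional to intact copies the log2 difference was 0.35 to 0.66 over the fits that each left out 1 library. It passed without heterozygous replicate 4 (0.66, unadjusted p-value 0.0206 in the edgeR fit) and with the library set and Xist level as covariates (0.72, p-value 0.0442). The causes were not tested.

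Camera in place of fry raised the passing tests to 8 of 9 OR sets and 8 of 33 marker sets. It assumes a preset correlation between genes that fry does not. Among single genes, 4 changed sign in homozygous against wild type. Adcy3 ranged from -0.34 to 0.038 over the fits that each left out 1 library, Vnn3 from -0.60 to 0.19 and Moxd1 from -0.22 to 0.062. With the Xist level as a covariate the log2 fold changes were 0.32 for Vnn1, 0.045 for Moxd1 and 0.021 for Adcy3, and with the set and Xist level 0.42 for Vnn1 and 0.0998 for Moxd1. The causes were not tested. Of 384 comparisons of 16 single-gene results with their alternatives, 372 kept direction and side of the threshold, 4 passed it newly and 8 changed sign.

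With the sex-linked genes left out 0 genes passed in each comparison and over the 3 genotypes. Non-Taar calls near the cluster numbered 0 under each of the 28 alternatives, including DESeq2 and the paired fit of only homozygous and wild type libraries, which made such calls elsewhere. Of the 14 single Taar genes 10 failed the filter. In the simulations lost genes of 8 to 25 counts were recovered in 159 of 200 cases when 200 were lost together and in 35 of 80 when 4 were lost. Several filtered Taar genes had fewer counts, such as Taar4 (1, 5 and 7 in wild type replicates 1 to 3) and Taar9 (4, 4 and 2). The simulations do not give the recovery of such genes.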

Other observations

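All tests in this part were chosen after the patterns were seen.

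Other splits of the same libraries were fitted to see how often they gave as large a result. For homozygous against wild type all 35 of the 35 splits of 7 libraries gave as many genes past the adjusted threshold as the real split, which gave 0, so that this count decides nothing. At an unadjusted p-value under 0.05, 12 of 35 splits gave as many as the real one (500 genes, median of the splits 411), and 5 of 35 gave a median OR change as large. Of the 8 splits that part all 3 pairs of homozygous and wild type libraries, 2 gave as many as these 500 genes, the real one included, and the other 27 put at least 1 pair on the same side. Among these 8 splits the real one gave the median OR change largest in size (-0.290), with 0.257 the next. With 8 splits this could not pass at 0.05. The fit with the replicate block was repeated for the same 8 splits, where 2 gave as many as its 39 genes past the adjusted threshold and 4 as many as its 1020 genes at an unadjusted p-value under 0.05, the real one included. As each split and its mirror give the same block fit, 2 of 8 is the fewest possible, and these counts cannot be told apart from those of other splits. For heterozygous against wild type the numbers were 35, 23 and 15 of 35 splits (372 genes, median 448). For homozygous against heterozygous they were 35, 32 and 13 of 35 (93 genes, median 419). Over the 3 genotypes 100 of 100 drawn splits gave as many genes past the adjusted threshold and 76 as many at an unadjusted p-value under 0.05 (240 genes, median 451.5). The split along the library sets gave the most calls in each pairwise comparison, with 2378, 2038 and 4777 genes, where the splits by genotype gave 0. The sets were defined on the first component of these same counts, so many calls along them follow from how they were chosen. With the set as a covariate 0 genes passed.

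The 2 sets of libraries on the first component did not follow genotype (two-sided Fisher's exact test, p = 1) and each held libraries of both Xist states (Fisher's exact p = 0.242). Total counts were higher in set 2 (11559031 to 14632525) than in set 1 (9239866 to 12221624, exact permutation p = 0.0433). Library size as the cause was nevertheless argued against by reducing each library at random to 9239866 counts. The first component then still carried 41.01% of the variance with all 11 libraries on the same side. After the trend with GC content or gene length was removed in each library it carried 42.4% and 41.3%, again with all 11 on the same side. These 2 corrections used the 15982 tested genes with both values (96.4%). A candidate explanation is more nuclear RNA in set 2. Of 9 listed nuclear retained RNAs, 6 were higher in each set 2 library than in each set 1 library. The share of all tested genes was 16.0% (one-sided Fisher's exact test, p = 9.13e-04). This test counts genes as independent, though genes such as Meg3, Rian and Mirg may be expressed together, so its p-value can be too small. Neat1 rose from a mean of 594 to 1180 CPM, and Meg3 from 407 to 1325. Tug1 (152 in both sets), Kcnq1ot1 and Peg13 were not separated, and several of the listed RNAs are also neuronal, so that a difference in tissue composition or in the batch of preparation stays open.

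Skeletal muscle genes such as Myh8 and Acta1 stood out on the second component. By the 12 muscle genes first seen, the high libraries were heterozygous replicates 2 and 4 and homozygous replicates 2 and 3. In heterozygous replicate 4, the highest, Myh8 had 530 and Acta1 446 CPM, against 0.371 and 1.02 in wild type replicate 1. Of 10 further muscle genes listed before this test, 9 were higher in each of these 4 libraries than in each of the other 7, where chance would separate 0.303% of genes in this way. All 10 also had counts in every library. Their geometric mean was 9.52 to 36.3 CPM in the 4 libraries and 0.881 to 3.69 in the other 7. This is consistent with skeletal muscle in the tissue taken for these libraries, in small amounts, as the 22 muscle genes together took 0.261% of the counts at most. Genotype as the sole cause was argued against by the 4 other heterozygous and homozygous libraries (geometric means 1.30 to 3.69 CPM), which lay near wild type (0.881 to 1.99). Of these 4, however, only heterozygous replicate 3 lay within the wild type range. All 4 homozygous libraries lay above all 3 wild type libraries, so a part of genotype stays open. The library set was argued against by the 2 libraries of set 2 among the 4 high libraries. All 4 high libraries were of the low Xist state (two-sided Fisher's exact p = 0.0606). Sex of the pups as the sole cause was argued against by the 2 libraries of low Xist that lay with the low-muscle libraries (geometric means 2.02 CPM in heterozygous replicate 1 and 2.41 in homozygous replicate 4), while a part of sex stays open. Of the 39 genes past the threshold in the replicate block fit, 16 were among the 22 muscle genes. The other calls included 4 sex-linked genes and further muscle genes that the list did not hold. An effect of genotype on muscle genes thus cannot be told apart here from muscle in the tissue taken or from a part of sex.

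The homozygous libraries held 7 Taar reads, of which 6 fell on Taar2 and Taar9, the first and the last gene of the cluster. In the other libraries these genes took 11.99% of 584 Taar reads, but they were singled out after the reads were seen and 3 of the reads came from 1 library, so this share was not tested. Carry-over at the rate at which Y-linked reads occurred in libraries of high Xist was argued against, since 0.265 Taar reads would be expected in the 4 libraries together (Poisson p-value 1.70e-05 for at least 1 read in each of them). Carry-over at another rate stays open. Sequence left at the ends of the deleted cluster may account for the 6 reads, but cannot be told apart from reads misassigned to these genes, as the ends of the deletion were not used here.

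Immediate early genes were high in homozygous replicates 1 and 2. Fos had 52.1 and 226 CPM there, against 7.59 to 20.8 in the other 9 libraries. Of 10 further immediate early genes listed before this test, 7 in replicate 1 and 10 in replicate 2 exceeded all 7 wild type and heterozygous libraries. In replicates 3 and 4 together 0 did, which argued against genotype for these 10 genes as a set. Of the 5 genes first seen (Fos, Fosb, Egr1, Jun and Zfp36) 4 and 5 did so in replicates 1 and 2, and Jun and Zfp36 in replicate 3 and Fosb in replicate 4 also did. Zfp36 had 62.9 CPM in replicate 3, near the 64.6 of replicate 1 and above the 52.8 of the highest wild type or heterozygous library. For these 3 genes genotype stays open. A few genes taking the counts was argued against by the 7 genes in replicate 1, whose Rn45s share was 0.126%. Handling of the tissue before lysis may differ between libraries, but it was not tested.

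Genes outside the sex-linked list were read in the 2 libraries of other genotypes with high Xist. The 132 genes at an unadjusted p-value under 0.01 between wild type and the 6 libraries of low Xist lay at a median position of 0.380 in these 2 libraries, where 0 is wild type and 1 the low Xist mean. The position was 0.237 in heterozygous replicate 3 and 0.547 in homozygous replicate 1. Sex and genotype as candidate explanations for these genes cannot be told apart, as 2 libraries are too few and chance selection alone draws such genes towards the middle. Itgbl1, a call of DESeq2 but not of the replicate block fit of homozygous and wild type libraries (adjusted p-value 0.142), had 29.9 to 45.1 CPM in wild type and 18.5 to 25.2 in the other 8 libraries. It was 25.2 and 18.8 in the 2 libraries of high Xist among these, so in these 2 libraries it lay with those of their genotypes.

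The lower OR counts of homozygous libraries depended on the test. They did not pass under fry or in the exact test of the share, which against wild type could not pass (smallest p-value 0.0571). All 3 OR sets passed under camera, and TMM-scaled OR counts were lower in all 3 same-numbered pairs (exact sign-flip p = 0.25, the smallest that 3 pairs can give). A paired t-test of these counts, set aside for groups this small, gave a p-value just under 0.05. Without homozygous replicate 2 the difference of the mean OR share was -12.2%, so 1 library accounted for part of it. Relative to the geometric mean of the 7 OSN signalling genes the OR counts differed by -6.57% (exact permutation p = 0.857), while these genes themselves differed by -17.9% (exact permutation p = 0.286). The latter difference rests on which wild type libraries are used, as 6 of the 7 genes passed adjusted over the list alone without wild type replicate 3 and 0 passed when any other library was left out. A smaller share of OSNs in the tissue may therefore underlie the difference. Within set 2, however, the 7 genes were higher in homozygous libraries (log2 difference 0.018 to 0.55) while the median OR change was -0.26, against 1 wild type library there. Relative to the OSN signalling genes the OR counts differed by 14.4%, 4.50% and -27.6% in the 3 pairs, which go both ways. A single library, a smaller share of OSNs and a change of the OR genes themselves thus cannot be told apart, as the pairs and libraries are few.

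Linked DNA of another strain, which a background mixed with 129 would allow, would raise the share of changed genes near the cluster. With the Taar genes left out, 1 of 165 genes within 20 Mb had an unadjusted p-value under 0.05, against 3.03% elsewhere (two-sided Fisher's exact p = 0.0666, odds ratio 0.195, 95% confidence interval 0.00491 to 1.11). No excess was seen, but with 1 gene in the window the test cannot tell this explanation apart from its absence.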
